# A stromal cell niche sustains ILC2-mediated type-2 conditioning in adipose tissue

**DOI:** 10.1084/jem.20190689

**Published:** 2019-06-27

**Authors:** Batika M.J. Rana, Eric Jou, Jillian L. Barlow, Noe Rodriguez-Rodriguez, Jennifer A. Walker, Claire Knox, Helen E. Jolin, Clare S. Hardman, Meera Sivasubramaniam, Aydan Szeto, E. Suzanne Cohen, Ian C. Scott, Matthew A. Sleeman, Chiamaka I. Chidomere, Sara Cruz Migoni, Jorge Caamano, Helle F. Jorgensen, Stefania Carobbio, Antonio Vidal-Puig, Andrew N.J. McKenzie

## Abstract

Group-2 innate lymphoid cells (ILC2), type-2 cytokines, and eosinophils have all been implicated in sustaining adipose tissue homeostasis. However, the interplay between the stroma and adipose-resident immune cells is less well understood. We identify that white adipose tissue–resident multipotent stromal cells (WAT-MSCs) can act as a reservoir for IL-33, especially after cell stress, but also provide additional signals for sustaining ILC2. Indeed, we demonstrate that WAT-MSCs also support ICAM-1–mediated proliferation and activation of LFA-1–expressing ILC2s. Consequently, ILC2-derived IL-4 and IL-13 feed back to induce eotaxin secretion from WAT-MSCs, supporting eosinophil recruitment. Thus, MSCs provide a niche for multifaceted dialogue with ILC2 to sustain a type-2 immune environment in WAT.

## Abstract (precis)

Rana et al. demonstrate that white adipose tissue-resident multipotent stromal cells (WAT-MSC) support IL-33– and LFA-1/ICAM-1–mediated proliferation and type-2 cytokine expression by ILC2. Inversely, ILC2-derived IL-4 and IL-13 promote WAT-MSC eotaxin production and eosinophil recruitment, further maintaining type-2 immune homeostasis.

## Introduction

Group-2 innate lymphoid cells (ILC2s) respond rapidly at mucosal surfaces to combat infection but also contribute to the maintenance of tissue repair and homeostasis (Vivier et al., 2018). Signals within the tissue microenvironment help dictate the phenotype of resident ILC2s, equipping them with attributes commensurate with the physiological requirements of their location (Ricardo-Gonzalez et al., 2018). White adipose tissue (WAT)–resident ILC2s contribute to the maintenance of metabolic homeostasis (Molofsky et al., 2013; Brestoff et al., 2015; Lee et al., 2015), and receive signals from adipocytes and stromal vascular fraction (SVF)–derived cells (Dykstra et al., 2017; Dahlgren et al., 2019; Mahlakõiv et al., 2019). Notably, lean WAT is distinguished by a type-2 immune environment populated by alternatively activated M2 macrophages, eosinophils, ILC2, regulatory T cells, and cytokines including IL-4, IL-5, IL-13, and IL-33 (Cipolletta et al., 2012; Bapat et al., 2015; Molofsky et al., 2015; Schwartz et al., 2016; Lee et al., 2018). By contrast, low-grade type-1 inflammation, characterized by classically activated M1 macrophages, Th1 cells, and cytokines including IL-1β, IL-18, TNFα, and IL-8, is associated with increased obesity (Weisberg et al., 2003; Odegaard and Chawla, 2015; Schwartz et al., 2016; Kumari et al., 2018).

In mice, administration of IL-33 induced ILC2 activation and promoted beiging of adipocytes, a process associated with increased metabolic consumption (Brestoff et al., 2015; Lee et al., 2015). A number of mechanisms appear to underlie these changes. ILC2s were shown to produce the endogenous opioid peptide Met-enkephalin that may contribute to regulating obesity (Brestoff et al., 2015). Others reported that ILC2, along with eosinophils (Wu et al., 2011), produce IL-4 and/or IL-13, which directly promote beiging of adipocyte progenitors (Lee et al., 2015). IL-5–producing ILC2s were also required to sustain IL-4–secreting eosinophils in visceral adipose tissue (Molofsky et al., 2013), and mice lacking eosinophils gained more weight (Wu et al., 2011). These studies support key roles for IL-33, ILC2, and eosinophils in regulating a lean phenotype.

Here, we aim to clarify the stromally elicited signals sustaining a type-2 immune microenvironment in healthy adipose tissue homeostasis by interrogating the mechanisms by which multipotent stromal cells (MSCs) and ILC2s communicate within this niche.

## Results and discussion

Consistent with other data (Molofsky et al., 2013), WAT was enriched with IL-33–receptor ST2^hi^ ILC2s (Fig. S1, A–E), and ILC2-deficient (*Rora^fl/fl^Il7ra^cre^*) mice displayed markedly reduced WAT IL-13 and IL-5 expression and decreased eosinophil frequency (Fig. S1, F–L). Given the prominent role of IL-33 in supporting ILC2 proliferation, we used *Il33*-citrine reporter mice (Hardman et al., 2013) to identify stromal cells as the major source of *Il33*-citrine expression in WAT, constituting ∼87% of CD45^–^PDGFRα^+^ mesenteric WAT stromal cells, ∼62% in the inguinal adipose tissue, and ∼41% in the perigonadal fat pad (Fig. 1, A–C; and Fig. S1 M). These *Il33*-citrine^+^ cells were located around the endothelial layer in the mesentery (Fig. 1 D), a position akin to that reported for mesenchymal stem cells or pericytes (Corselli et al., 2010; Dahlgren et al., 2019); and surrounding fat-associated lymphoid clusters (Fig. S1 N). Western blot analysis of purified WAT stromal cells confirmed their expression of full-length IL-33 (Fig. 1 E).

**Figure 1.**
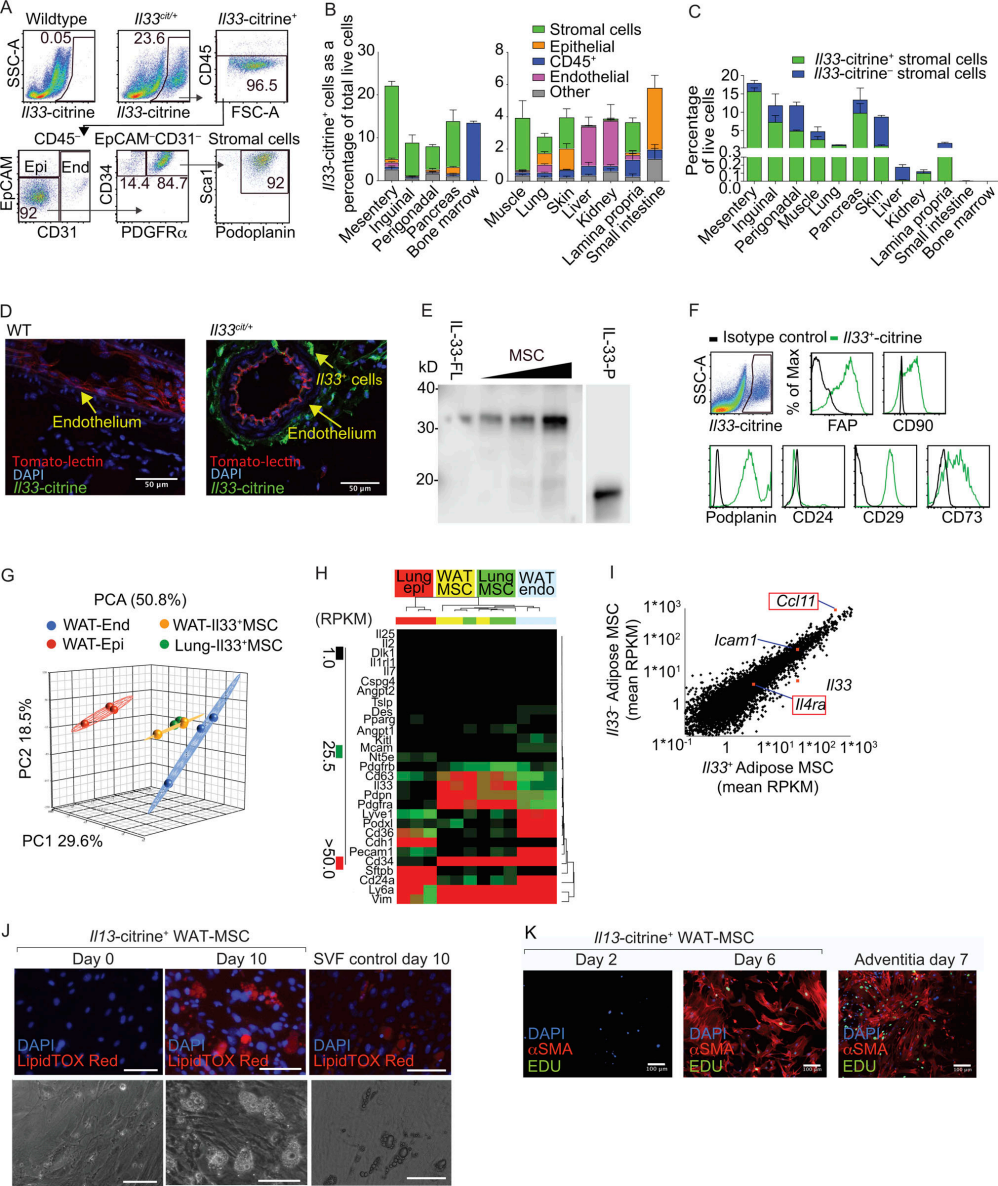
**Adipose resident IL-33^+^ cells are MSCs. (A)** Gating strategy. CD45^–^EpCAM^+^ epithelial cells (Epi), CD45^–^CD31^+^ endothelial cells (End), and CD45^–^EpCAM^–^CD31^–^PDGFRα^+^CD34^+^ stromal cells. SSC-A, side scatter area; FSC-A, forward scatter area. **(B)** Proportion of *Il33-*citrine–positive cells in tissues from *Il33^cit/+^* mice (*n* = 4, representative of two similar independent experiments). **(C)** Proportion of *Il33-*citrine*^+^*^or–^CD45^–^EpCAM^–^PDGFRα^+^ stromal cells among live cells in indicated tissues (*n* = 4). **(D)** Histology of WT or *Il33^cit/+^* mesentery: tomato lectin stain of capillary lumen. Scale bars, 50 µm. **(E)** Western blot analysis of IL-33 protein from purified WAT-MSCs. Full-length mouse IL-33 (IL-33-FL) in lysate of HEK cells expressing recombinant IL-33 and truncated mouse IL-33 (processed, IL-33-P). Representative of two similar independent experiments. **(F)** Phenotyping of *Il33-*citrine^+^ stromal cells. **(G)** Principal component analysis (PCA) of RNA-seq data from indicated cell populations (*n* = 3). **(H)** Gene expression data (reads per kilobase of transcript per million mapped reads; RPKM). Representative of at least two repeat experiments. **(I)** Comparison of *Il33*^+^ and *Il33*^–^ WAT-MSCs from adipose tissue. Genes of interest are highlighted (*n* = 3). **(J)** Adipose differentiation determined by lipid droplet analysis. Representative of two experiments. Scale bars, 100 µm. **(K)** Myocyte differentiation determined by α-smooth muscle actin (αSMA) staining. Representative of three experiments. Scale bars, 100 µm. Data are represented as mean ± SEM. Max, maximum.

Flow cytometry, gene expression profiles, and principal component analysis established that adipose-resident CD45^–^PDGFRα^+^*Il33*-citrine^+or–^ stromal cells (CD45^–^FAP^+^CD90^+^podoplanin^+^EpCAM^–^CD24^–^*Tie2*-GFP^–^CD29^+^CD73^+^CD34^+^Sca1[Ly6a]^+^CD63^+^vimentin[Vim]^+^) were distinct from other known IL-33–expressing populations: epithelial cells (CD45^–^CD31^–^EpCAM^+^E-cadherin[Cdh1]^+^ surfactant protein B[Sftbp]^+^); endothelial cells (CD45^–^CD31^+^EpCAM^–^CD36^+^podocalyxin[Podxl]^+^lymphatic vessel endothelial hyaluronan receptor 1[Lyve1]^+^); pericytes (Dlk1^+^Cspg4^+^CD146[Mcam]^+^Pparg^+^angiopoietin-1 and -2[Angpt1 and 2]^+^); and PDGFRα^–^CD31^+^*Tie2*-GFP^+^ endothelial progenitors (Fig. 1, F–H; and Fig. S2, A–C). 

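RNA from 5 flow-sorted populations was sequenced, with 3 libraries of each: PDGFRα+Il33-citrine+ and Il33-citrine– stromal cells from WAT (Il33+ and Il33– WAT-MSC), Il33-citrine+ stromal cells from lung (lung Il33+ MSC), CD31+ endothelial cells from WAT, and EpCAM+ epithelial cells from lung. The paper's text does not name the genome build or the replicate pairing of these libraries, and the sample labels name the MSC from WAT as mesenteric. The authors aligned the reads with Tophat2 in Partek Flow and deposited the expression of 12698 RefSeq transcripts in RPKM, a unit already adjusted for transcript length and for the number of mapped reads. The number of alignments ranged from 43825859 to 54498480 (median 53033585) in Il33+ WAT-MSC and from 52823975 to 57320368 (median 53618875) in Il33– WAT-MSC. It ranged from 52439750 to 55255628 (median 53038567) in lung Il33+ MSC, from 50622161 to 60773158 (median 54540816) in endothelial cells and from 42711843 to 54480025 (median 51774317) in epithelial cells. Read counts per transcript were not used here, so the counting error of a single value is unknown and the error given is the SD between libraries. RPKM values were summed over the listed transcripts of each of 10222 gene symbols, a choice made once the values were seen to be per transcript. Of these genes, 1786 had more than 1 listed transcript. Fold changes were tested with limma on log2(RPKM + 1) over genes with an RPKM of at least 1 in at least 3 of the 6 libraries compared, with Benjamini-Hochberg adjustment and a threshold of 0.05, and the added 1 understates the change of genes with low RPKM. In simulated data with the spread of these libraries and 200 changed genes, a log2 change of 4 was recovered for 89.5 to 100% of the genes, a change of 2 for 36 to 72%, and a change of 1 for at most 0.5%. These rates hold for 200 changed genes. In real comparisons where more genes differed, smaller log2 changes were called, down to 0.55 against epithelial cells and 0.75 against lung Il33+ MSC. A comparison of 3 libraries with 3 cannot give an exact permutation p below 0.1. The libraries were sequenced in 2 lanes, 8 in lane 1 and 7 in lane 2, and each population was present in both, but in the WAT populations lane 2 held replicate 3 alone, so lane and replicate number cannot be separated there. In the epithelial libraries, a single secretoglobin transcript, Scgb1a1, took 57.7 to 62.9% of the summed RPKM. Its share of the mapped reads, which sets how far it lowers the RPKM of other genes there, was not computed.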

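In a principal component analysis of the 12 libraries of Il33+ WAT-MSC, lung Il33+ MSC, endothelial cells and epithelial cells, the first component held 53.7% of the variance and the second 16.8% (9923 genes). Scaling each gene to unit variance moved the first share most among the log-scale settings, to 34.7%, with the second at 21.5%. The 4 populations separated with a pseudo-F of 7.25, the largest of all 15400 partitions of the libraries into 4 groups of 3 (exact permutation test, p = 6.49e-05, the smallest p this design allows). Endothelial libraries lay about as far from each other (mean distance 108.3) as from Il33+ WAT-MSC libraries (mean distance 110.3). On the second component, endothelial replicates 1, 2 and 3 scored 107.5, 27.9 and 10.3, so replicate 1 weighed heavily there. Between Il33+ WAT-MSC and epithelial cells, 3800 of 9267 genes differed, 2128 of them higher in the WAT-MSC. Under median-ratio scaling of the libraries the number was 3806, with 1701 higher. Between Il33+ WAT-MSC and endothelial cells, 338 of 8665 genes differed, and 289 of these were lower in the WAT-MSC. With the replicate number as a block the numbers were 3673 and 335. Same-numbered libraries did not deviate together, with mean correlations of deviations of -0.03 for epithelial cells and 0.03 for endothelial cells. A fit of all 15 libraries gave 805 genes for the endothelial comparison, 339 higher and 466 lower. Without replicates 1, 2 and 3 of the endothelial cells in turn, 68, 1 and 168 genes were higher and 379, 149 and 250 lower. Without replicates 1, 2 and 3 of Il33+ WAT-MSC in turn, 2, 1 and 1 were higher and 129, 162 and 150 lower. In every fit of the endothelial comparison more genes were lower than higher. The share that was higher depended on the fit, from 0.6 to 42.1%.
The epithelial markers Cdh1 and Sftpb were at 102 ± 14.6 and 363 ± 167 RPKM (SD, n = 3) in epithelial cells and at 0.043 ± 0.021 and 0.25 ± 0.07 RPKM (SD, n = 3) in Il33+ WAT-MSC. Their log2 fold changes were -6.62 (standard error 0.24, adjusted p = 3.02e-07 from limma) and -8.10 (standard error 0.31, adjusted p = 3.02e-07 from limma). The log2 fold changes of Epcam and Cd24a were -4.84 and -6.92. EpCAM, CD31 and PDGFRα were used to sort the populations, so differences in Epcam, Pecam1 and Pdgfra were set in part by the sort. The endothelial marker Pecam1 (CD31) was at 163 ± 30.6 RPKM in endothelial cells and at 2.34 ± 0.55 RPKM in Il33+ WAT-MSC (SD, n = 3), a log2 fold change of -5.62 (standard error 0.28, adjusted p = 7.31e-05 from limma). Cd36, Lyve1 and Podxl were lower than in endothelial cells by the same test, with log2 fold changes of -4.60, -4.40 and -2.87. Tek, which encodes Tie2, was at 11.3 ± 2.53 RPKM in Il33+ WAT-MSC and 24.2 ± 6.38 RPKM in endothelial cells (SD, n = 3), a difference that did not pass the threshold (log2 fold change -1.03, limma adjusted p = 0.140). That test used the sum of its listed transcripts, which differed. Those with means of 2.70 and 2.62 RPKM in Il33+ WAT-MSC were at 9.67 and 9.52 RPKM in endothelial cells. Another was at 5.93 RPKM in Il33+ WAT-MSC and 4.99 RPKM in endothelial cells. The pericyte genes Cspg4, Mcam, Pparg and Angpt2 had mean values of 0.743, 0.467, 0.307 and 0.737 RPKM in Il33+ WAT-MSC, and Angpt1 1.30 RPKM. In Il33– WAT-MSC the means of Cspg4, Mcam, Angpt2 and Angpt1 were 0.670, 0.603, 0.527 and 1.43 RPKM, but Pparg was at 2.37 ± 1.56 RPKM, close to its 2.27 ± 0.523 RPKM in endothelial cells (SD, n = 3 each). Lyve1 was at 10.8 ± 7.86 RPKM in Il33– and 2.44 ± 2.24 RPKM in Il33+ WAT-MSC (SD, n = 3 each), a difference that did not pass the threshold (limma adjusted p = 0.397). Mcam was at 10.7 ± 1.30 RPKM (SD, n = 3) in the endothelial cells. Pdgfrb, also named in advance, was at 13.7 ± 5.49 RPKM in Il33+ WAT-MSC, 24.4 ± 2.33 RPKM in Il33– WAT-MSC and 12.4 ± 4.21 RPKM in endothelial cells (SD, n = 3 each). Des was at means of 2.27, 2.05 and 5.93 RPKM in the same order. No pericyte library was among the populations, so these levels were not compared with those of pericytes. Pdgfra was at 71.0 ± 18.3 RPKM in Il33+ WAT-MSC, 29.4 ± 5.76 RPKM in endothelial cells and 5.09 ± 2.92 RPKM in epithelial cells (SD, n = 3). Its log2 fold change was 3.63 against epithelial cells (limma adjusted p = 3.45e-05) and 1.23 against endothelial cells, where it did not pass the threshold (limma adjusted p = 0.0579) and 3 of 15 alternative settings put it below 0.05. The endothelial libraries held a list of 15 stromal genes, Pdgfra among them, at medians of 30.4, 32.7 and 53.7% of their level in Il33+ WAT-MSC in replicates 1, 2 and 3. Ptprc and Dlk1 were not analysed here. Among the genes that differed from endothelial cells, the largest increases in Il33+ WAT-MSC were in Peg3os, Mir678, Sfrp1, 3632451O06Rik and Mt1, with log2 fold changes from 1.90 to 2.96, each above the threshold in 4 to 7 of its alternative settings. The largest decreases were in Cytl1, Pecam1, Ptprb, Cd93 and Cdh5, from -5.82 to -5.17. Against epithelial cells the largest increases were in Lum, Penk, Fbln2, Cd248 and Ccl11, up to 7.13, and the largest decreases in Scgb1a1, Cyp2f2, Cbr2, Sftpc and Sec14l3, from -10.95 to -8.87. From the gene expression profiles and the principal component analysis, together with flow cytometry, the paper concludes that the stromal cells were distinct from epithelial cells, endothelial cells, pericytes and endothelial progenitors.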

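Of the genes for factors that activate ILC2, Kitl, which encodes stem cell factor (SCF), was at 1.07 ± 0.14 RPKM in Il33+ WAT-MSC and 1.35 ± 0.86 RPKM in Il33– WAT-MSC (SD, n = 3 libraries each). The difference was smaller than the spread of the replicates (log2 fold change -0.10, standard error 0.40, limma adjusted p = 0.958). In WAT endothelial cells Kitl was at 8.82 ± 3.80 RPKM (SD, n = 3), higher than in Il33+ WAT-MSC (log2 fold change of Il33+ WAT-MSC over endothelial cells -2.18, limma adjusted p = 0.0232), although 4 of 15 alternative settings put the difference above 0.05. Tslp was represented by 1 transcript, with a non-coding RefSeq identifier, at 1.72 ± 1.36 RPKM in Il33+ WAT-MSC and 1.11 ± 1.52 RPKM in Il33– WAT-MSC (SD, n = 3 each). Its values in the Il33+ libraries were 2.44, 0.15 and 2.56 RPKM. Il7, Il2, Il25 and Il1rl1 were not analysed here.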

Gene expression for known ILC2-activating factors including *Il7*, *Il2*, *Il25*, *Tslp*, and *Kitl* (SCF), as well as *Il1rl1* (IL-33 receptor, ST2), was negligible in PDGFRα^+^*Il33*-citrine^+or–^ WAT stromal cells (Fig. 1 H and data not shown). These data suggested that IL-33 was the predominant ILC2-inducing cytokine produced by WAT stromal cells, and unlike a previous report, we were unable to detect TSLP, perhaps due to the differences between WAT and lung stromal cells (Dahlgren et al., 2019). 

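Il33 was at 53.0 ± 22.1 RPKM in Il33+ WAT-MSC (SD, n = 3), rank 471 of 10222 genes by mean RPKM. It was at 48.6 ± 6.52 RPKM in lung Il33+ MSC, 17.5 ± 3.39 RPKM in WAT endothelial cells and 4.79 ± 1.40 RPKM in lung epithelial cells (SD, n = 3 each). The difference between Il33+ WAT-MSC and epithelial cells exceeded the spread of the replicates (log2 fold change 3.17, standard error 0.32, limma adjusted p = 4.62e-05). Against endothelial cells the log2 fold change was 1.49 (standard error 0.34, limma adjusted p = 0.0462), and 10 of the 15 alternative settings put it above the threshold of 0.05. Between the WAT and lung MSC, Il33 did not differ (log2 fold change 0.06, standard error 0.27, limma adjusted p = 0.945). The Il33+ MSC of WAT and lung were sorted on the Il33-citrine reporter, and the endothelial and epithelial cells on CD31 and EpCAM. These Il33 comparisons were therefore set in part by the sort. The non-coding Tslp transcript was at 2.01 ± 0.32 RPKM in lung Il33+ MSC (SD, n = 3), and the change between WAT and lung was within the spread of the replicates (log2 fold change -0.31, standard error 0.43, limma adjusted p = 0.789). In all, 513 of 8554 genes differed between Il33+ WAT-MSC and lung Il33+ MSC, 214 higher and 299 lower in WAT, and 454 differed with the replicate number as a block (mean correlation of deviations of same-numbered libraries 0.01). The largest increases in WAT were in Ackr4, Hoxc8, Eya2, Hoxc6 and Lrrn4, with log2 fold changes from 3.43 to 4.98 (Lrrn4, a gene of a mesothelial list, ranged from 5.06 to 30.1 RPKM between the Il33+ WAT-MSC libraries), and the largest decreases were in Chil3, Sftpc, Lyz2, St8sia2 and Ear1, from -5.42 to -3.66. Lyz2 was also at a mean of 1006 RPKM in the lung epithelial cells. From the low expression of the other factors, the paper proposes that IL-33 was the predominant ILC2-inducing cytokine of WAT stromal cells.

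**Figure D1:**
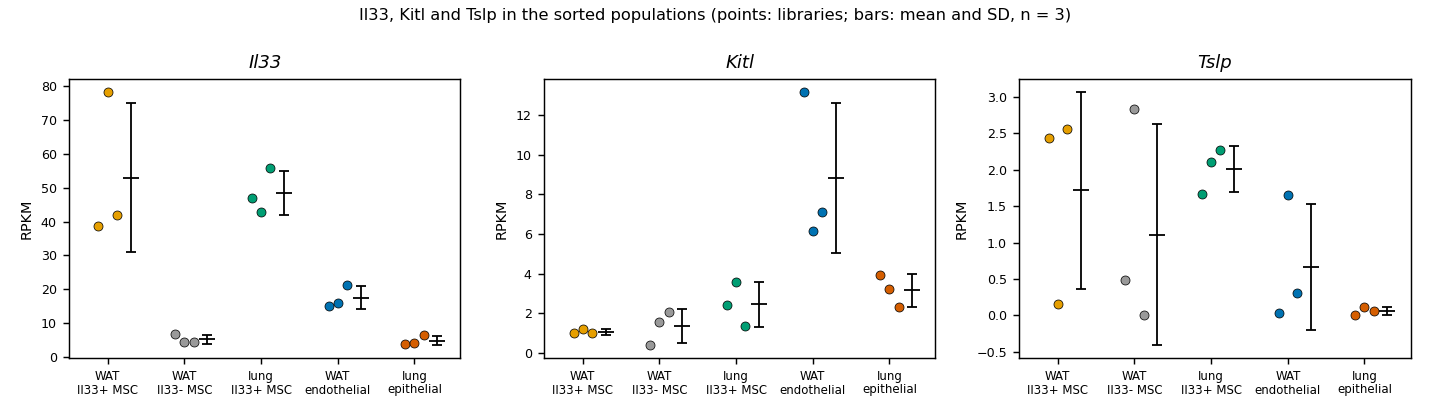
RPKM of Il33, Kitl and Tslp (vertical axes) in the 5 sorted populations (horizontal axes). Points are the 3 libraries of each population and bars the mean and SD, which for Tslp extend below 0 where the SD exceeds the mean; Il33 in the Il33+ WAT-MSC lies between 38.7 and 78.5 RPKM.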

Although we identified *Il33*-citrine^+or–^ WAT stromal cells these were found to be highly similar with respect to phenotype and gene expression (Fig. 1 I).

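Mean expression in Il33+ and Il33– WAT-MSC was correlated across 8448 genes (log2(RPKM + 1), Pearson r = 0.9345, Spearman rho = 0.894; genes are not independent replicates, so no p is given). Between Il33+ WAT-MSC and other populations the Pearson r was 0.915 for lung Il33+ MSC, 0.838 for endothelial cells and 0.431 for epithelial cells. Single libraries gave r from 0.886 to 0.952 within the WAT-MSC populations and from 0.807 to 0.927 across them. The means of 6.5% of the genes differed by at least 1 on the log2 scale, 12.2% with a pseudocount of 0.1 and 10.6% without replicate 3. By limma, 133 genes differed, 78 higher and 55 lower in the Il33+ cells, but the split depended on single libraries, with 54 higher and 68 lower without replicate 1 of the Il33– cells and 52 and 12 without replicate 2. With the replicate number as a block 232 genes differed, although same-numbered libraries showed a mean correlation of deviations of only 0.07, and without the filter on low RPKM 45 differed. The libraries of the populations did not overlap for 17.5% of the genes, where chance gives 10%. Il33 itself was at 5.19 ± 1.37 RPKM (SD, n = 3) in Il33– WAT-MSC, a log2 fold change of 3.07 (standard error 0.31, adjusted p = 0.00142 from limma). The cells were sorted apart on Il33-citrine, so this difference was set by the sort. The other largest increases in the Il33+ cells were in Shisa3 (log2 fold change 3.98), Stc2 (3.67), Cd200 (3.17) and Mmp3 (3.09), and the largest decreases were in Adam23 (-2.83), Pcdh1 (-2.64), Plin2 (-2.59), Fam150b (-2.59) and Agt (-2.48). Of 15 alternative settings, 5 put Agt above the threshold, and 1 each did so for Cd200, Pcdh1, Plin2 and Fam150b. Podxl was higher in the Il33+ cells, at 10.7 ± 6.58 against 1.22 ± 0.63 RPKM (SD, n = 3 each; log2 fold change 2.25, standard error 0.45, limma adjusted p = 0.0337), but 6 of 15 alternative settings put it above the threshold. The means of 13 of 14 genes of a mesothelial list were also higher in the Il33+ cells.

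**Figure D2:**
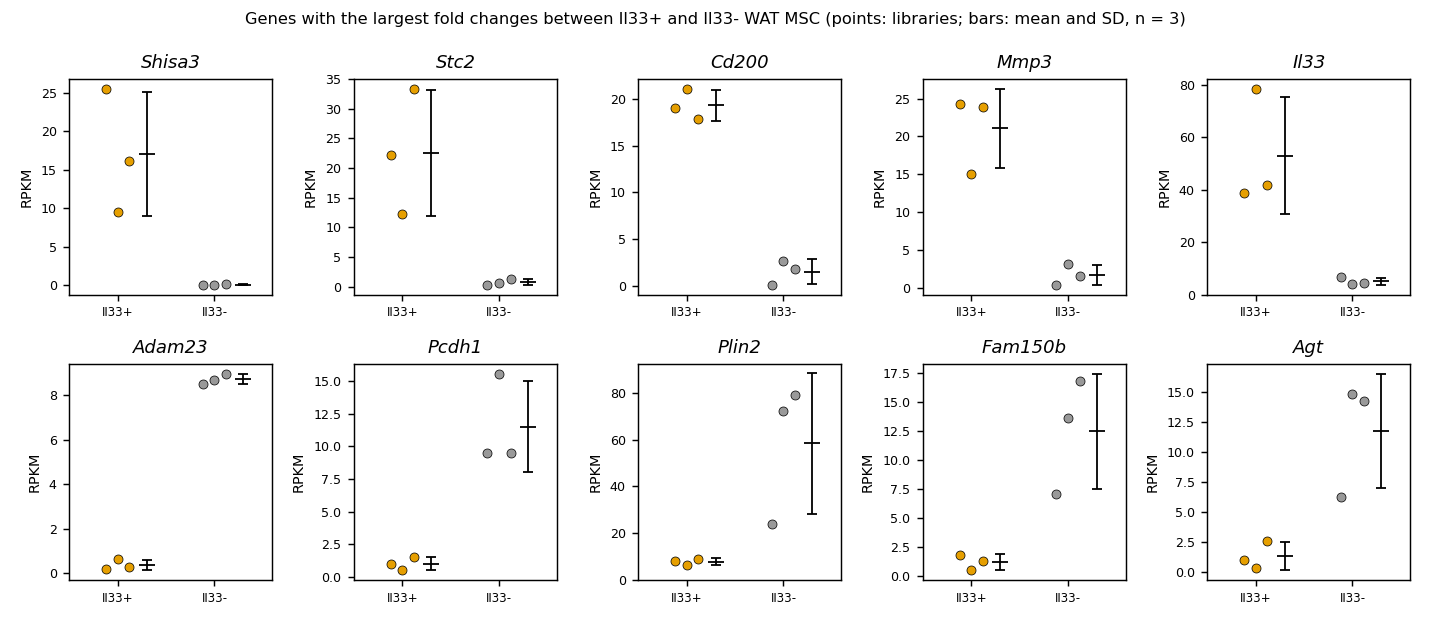
RPKM (vertical axes) of the 5 genes with the largest increase and the 5 with the largest decrease in Il33+ against Il33– WAT-MSC. Points are the 3 libraries of each population and bars the mean and SD; Adam23 has a mean of 0.377 RPKM in the Il33+ and 8.72 RPKM in the Il33– cells.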

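Vim was at 694 ± 187 RPKM in Il33+ and 580 ± 140 RPKM in Il33– WAT-MSC (SD, n = 3 each). Ly6a (Sca1) was at 393 ± 112 and 263 ± 127 RPKM, Cd34 at 228 ± 21.2 and 144 ± 4.79 RPKM, and Itgb1 (CD29) at 51.4 ± 7.10 and 50.6 ± 7.35 RPKM in the same order. Pdpn was at 52.8 ± 16.2 and 38.0 ± 4.04 RPKM, Cd63 at 51.0 ± 5.81 and 48.6 ± 14.6 RPKM, and Thy1 (CD90) at 39.7 ± 12.1 and 53.0 ± 9.45 RPKM. None of these genes differed between Il33+ and Il33– cells by limma. Fap was at 4.53 ± 1.32 and 10.7 ± 1.13 RPKM (log2 fold change -1.10, limma adjusted p = 0.111), and Nt5e (CD73), which is under the filter, at 1.41 ± 0.63 and 0.337 ± 0.287 RPKM. Against lung epithelial cells, Vim, Thy1 and Cd34 were higher in Il33+ WAT-MSC, with log2 fold changes of 4.12, 4.61 and 5.06. Nt5e went the other way, at 9.53 ± 2.89 RPKM in epithelial cells (SD, n = 3). Against endothelial cells, Cd34 did not pass the threshold (log2 fold change 0.75, limma adjusted p = 0.200), and 1 of 15 alternative settings put it below 0.05. Thy1 was at 35.0 ± 12.5 RPKM and Vim at 483 ± 91.0 RPKM in endothelial cells (SD, n = 3 each).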

WAT stromal cells have a gene expression profile characteristic of MSCs, which have the ability to differentiate into multiple cell lineages (Cawthorn et al., 2012; Farahani and Xaymardan, 2015). Indeed, PDGFRα^+^*Il33*-citrine^+or–^ stromal cells cultured in vitro with defined adipogenic factors readily differentiated into LipidTOX Red–staining lipid-storing mature adipocytes (Fig. 1 J and data not shown), similar to a positive control constituting the SVF from perigonadal adipose tissue (Fig. 1 J). Furthermore, PDGFRα^+^*Il33*-citrine^+^ WAT stromal cells also possessed myogenic potential when cultured in vitro with PDGF and TGFβ, giving rise to proliferating 5-ethynyl-2′-deoxyuridine (EdU)^+^ α-smooth muscle actin–positive cells in culture, resembling a positive control from aorta adventitia (Fig. 1 K). Consequently, we subsequently refer to these cells as WAT-MSCs. Recently, IL-33 expression has been reported in stromal cells in multiple tissues (Heredia et al., 2013; Kuswanto et al., 2016; Dalmas et al., 2017; Dahlgren et al., 2019; Mahlakõiv et al., 2019; Spallanzani et al., 2019), suggesting that similar cells may represent an important source of IL-33 for maintaining homeostasis and repair throughout the body.

Given the conserved phenotype and gene expression of *Il33*-citrine^+and–^ WAT-MSCs, we subsequently used total WAT-MSCs, independent of their *Il33*-citrine expression, to assess their potential to regulate ILC2 biology. We found that co-culture of WAT-MSCs with naive WAT-ILC2s (Fig. S3, A and B), induced ILC2 proliferation (Fig. 2, A and B) and IL-5 expression, as compared with cultures lacking WAT-MSCs (Fig. 2, C and D). Unexpectedly, these effects were predominantly IL-33–independent, as ILC2 proliferation was largely unchanged when IL-33–deficient WAT-MSCs were used in this assay (Fig. 2, A–D). We also excluded a potential role for contaminating MSCs by confirming the result using both IL-33–deficient ILC2 and MSCs (Fig. S3 C). Nevertheless, we did observe that MSC-derived IL-33 was required to elicit up-regulation of the ILC2 activation marker KLRG1 in two of three experiments, but not GATA3 (Fig. 2, E and F). It has been proposed that cell stress and damage are required to trigger IL-33 release in vivo (Moussion et al., 2008; Scott et al., 2018). Consequently, to replicate in situ cell stress/damage, the SVF from WT or IL-33–deficient mice was freeze-thawed to induce IL-33 release (Fig. 2 G), and supernatants were added to ILC2 cultures. Supernatants from IL-33–deficient SVF were less efficient at stimulating ILC2 proliferation (Fig. 2 H), KLRG1 up-regulation (Fig. 2 I), and GATA3 expression (Fig. 2 J) than WT samples. Taken together, these results suggest that WAT-MSCs express IL-33 in healthy WAT and are capable of releasing IL-33 release upon cellular stress or damage. Indeed, a recent report has demonstrated that absence of IL-33 from PDGFRα^+^ stromal cells reduced the type-2 response in the lung following helminth infection (Dahlgren et al., 2019).

**Figure 2.**
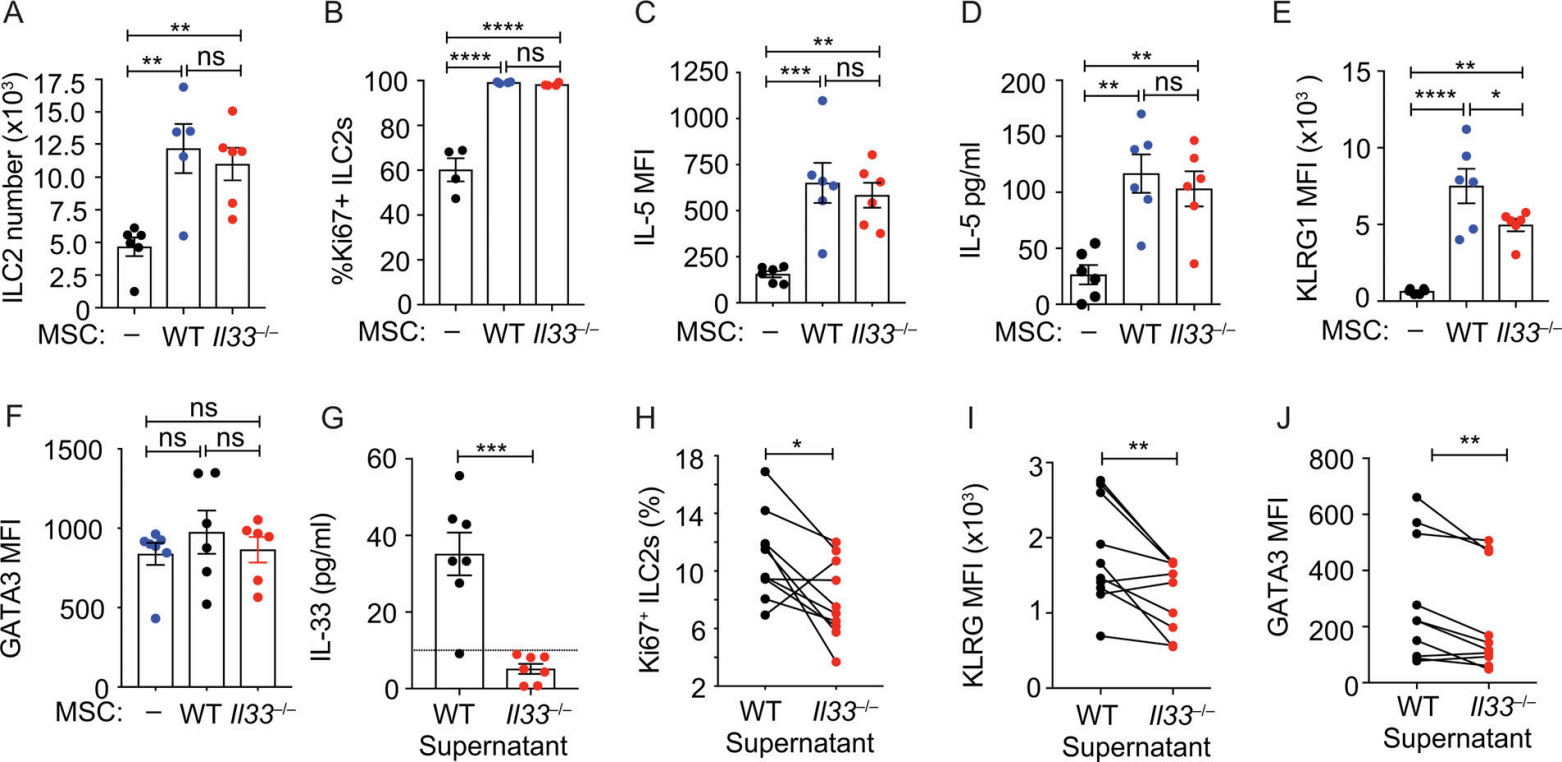
**ILC2s respond to MSC-derived IL-33. (A)** ILC2 number at 7 d of culture with WT or IL-33–deficient (*Il33*^−/−^) MSCs. Pooled data from three experiments (*n* = 5 or 6). **(B)** Frequency of Ki67^+^ILC2 in co-cultures at day 7. One of two similar experiments (*n* = 4). **(C)** Mean fluorescent intensity (MFI) of intracellular IL-5 expression by ILC2s in co-cultures at day 7, determined by flow cytometry. **(D)** IL-5 in co-culture supernatants at day 7 determined by ELISA. **(E and F)** MFI of KLRG1 (E) or of intracellular GATA3 expression by ILC2s from co-cultures at day 7 (F). Pooled data are from two experiments (*n* = 6 mice; C–F). **(G)** IL-33 in freeze-thawed SVF supernatants analyzed by ELISA. Pooled data from three experiments (*n* = 7). **(H)** Frequency of Ki67^+^ ILC2s cultured for 48 h with supernatants from I. Pooled data represent 10 separate ILC2 purifications from three independent experiments. **(I and J)** MFI of KLRG1 (I) or GATA3 (J) expression by ILC2s, cultured as in H. Pooled data represent 10 separate ILC2 purifications from three independent experiments. Data are mean ± SEM. ns, not significant; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001; statistical analysis, one-way ANOVA with Tukey’s post hoc test (A–F), Student’s *t* test (G), or paired Student’s *t* test (H–J).

However, even in the absence of IL-33, we observed that MSCs provided additional signals to support a type-2 immune microenvironment, results supported by the fact that depletion of IL-33^+^ MSCs, even with supplementation of exogenous IL-33, causes a reduction in the proportion of ILC2 in the lung (Dahlgren et al., 2019). To identify the IL-33–independent pathway through which WAT-MSCs regulate ILC2 proliferation, we determined if the factor was secreted or cell-bound. Time-course analysis confirmed the enhanced proliferation of ILC2 co-cultured in the presence of MSCs over 5 d, accompanied by the up-regulation of the activation marker KLRG1 (Fig. 3 A).

**Figure 3.**
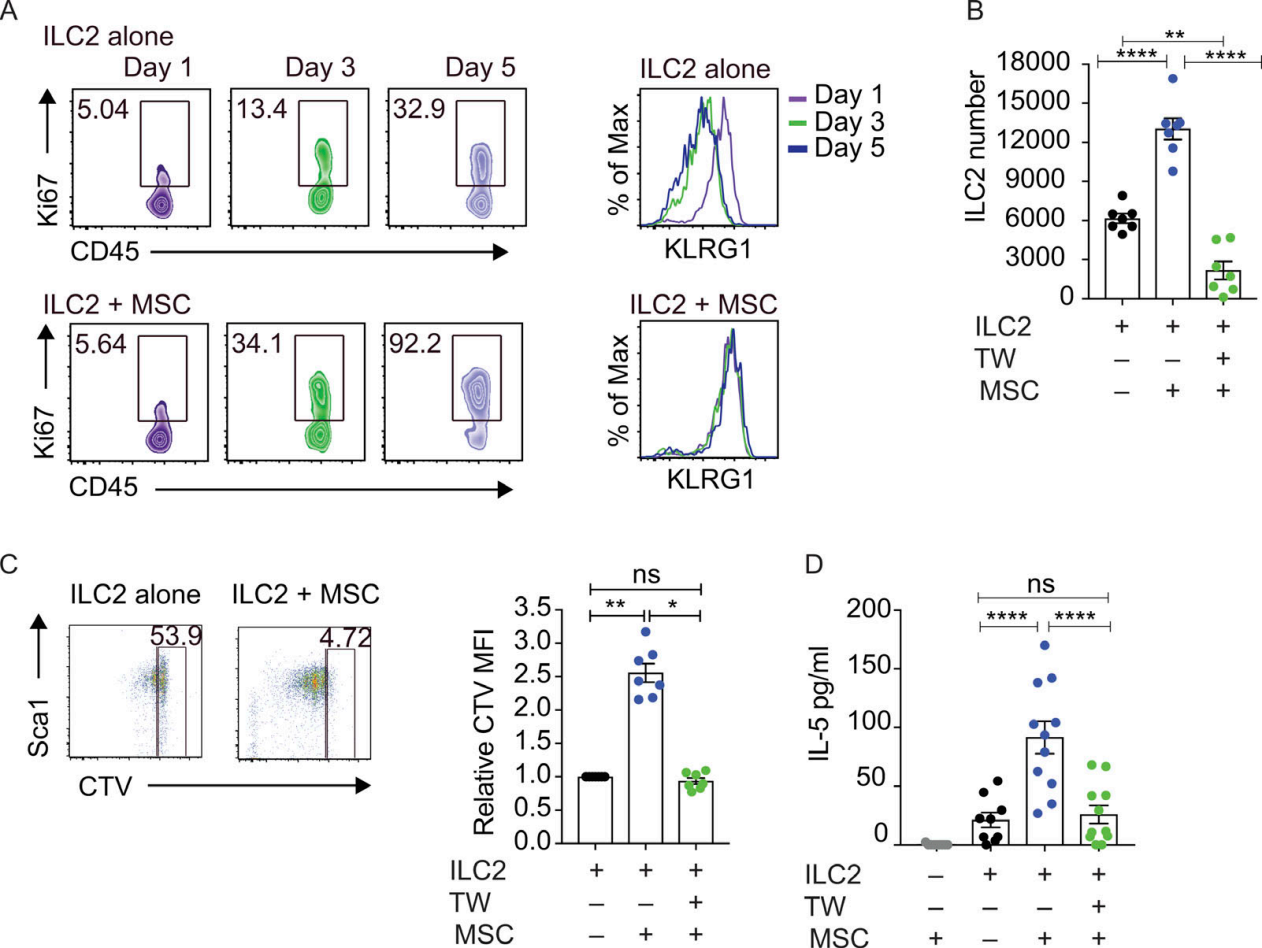
**WAT-MSCs induce ILC2 proliferation and type-2 cytokine production. (A)** Frequency of Ki67^+^ILC2s and KLRG1 expression by ILC2 from ILC2 alone, or ILC2 cultured with MSCs (ILC2 + MSCs). **(B)** ILC2 cell counts after 7 d of co-culture. TW, transwell. Pooled data from two experiments (*n* = 7). **(C)** Flow cytometric analysis of CTV dilution and quantification of relative CTV MFI (CTV MFI sample/CTV MFI ILC2)^−1^ after 7 d of co-culture. Pooled data from two experiments (*n* = 7). **(D)** IL-5 in supernatants after 7 d of co-culture, as determined by ELISA. Pooled data from four experiments (*n* = 11). Data are mean ± SEM. ns, not significant; *, P < 0.05; **, P < 0.01; ****, P < 0.0001; statistical analysis, one-way ANOVA with Freidman test (C) or Tukey’s post hoc test (B and D).

Co-culture of purified WAT-MSCs with ILC2 resulted in increased total cell counts (Fig. 3 B), which were ablated when the ILC2 and MSCs were separated using transwells (Fig. 3 B), though in part, this was due to the reduced survival of ILC2 on the transwell filter (Fig. S3 D). However, we also observed enhanced ILC2 proliferation, as determined by cell trace violet (CTV) staining (Fig. 3 C), which was reversed in the transwell culture, and was independent of the substrate on which they were cultured (Fig. 3 C). Similarly, MSC-induced, ILC2-derived IL-5 production was also reduced when the cells were separated in transwell assays (Fig. 3 D).

To isolate the cell surface–associated proliferative/maintenance signal, we interrogated WAT-MSC and WAT-ILC2 gene expression data for potential ligand/counter-ligand pairs. 

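In the WAT-MSC libraries Icam1, which encodes a ligand of LFA-1, was at 56.6 ± 17.2 RPKM in Il33+ and 57.9 ± 22.3 RPKM in Il33– cells (SD, n = 3 each), at ranks 436 and 406 among the genes. Its level did not differ between the populations (log2 fold change 0.01, standard error 0.34, limma adjusted p = 0.998), and the direction changed between alternative settings. Icam1 was at 80.5 ± 12.6 RPKM in WAT endothelial cells, 93.3 ± 28.4 RPKM in lung Il33+ MSC and 29.0 ± 17.0 RPKM in lung epithelial cells (SD, n = 3 each), and none of these differed from Il33+ WAT-MSC by limma. Of the genes for other LFA-1 ligands, Icam2 was at 1.12 ± 0.78 RPKM in Il33+ WAT-MSC and F11r at 8.37 ± 4.17 RPKM (SD, n = 3 each). F11r was at 1.96 ± 0.66 RPKM in Il33– WAT-MSC (SD, n = 3), a difference that did not pass the threshold (log2 fold change 1.56, standard error 0.41, limma adjusted p = 0.108), and 2 of 15 alternative settings put it below 0.05. WAT-ILC2 expression was not analysed here.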

CRISPR-Cas9–mediated candidate gene deletion was performed in MSCs derived from Cas9-transgenic mice using lentiviral vectors carrying target gene–specific guide RNAs (gRNAs; Fig. 4 A). With this approach, we determined that intercellular adhesion molecule-1 (ICAM-1) was expressed on WAT-MSCs while its counter-ligand LFA antigen-1 (LFA-1) was present on WAT-ILC2s (Fig. 4 B). ICAM-1 and LFA-1 facilitate lymphocyte accumulation at sites of immune activation where ICAM-1 is up-regulated on stromal cells (Verma and Kelleher, 2017; Walling and Kim, 2018) but can also initiate LFA-1 signaling leading to T cell activation and proliferation (Verma and Kelleher, 2017; Walling and Kim, 2018) and promote Th1 cell differentiation of human T cells (Smits et al., 2002). In addition, LFA-1 ligation has been described to mediate TCR-independent signals, such as respiratory burst induction in neutrophils, suggesting that LFA-1 can serve as an activating receptor in cells by itself (Berton et al., 1992). ICAM-1 was efficiently deleted from MSCs (Fig. 4 C). Notably, co-culture of ICAM-1 gRNA-targeted MSCs with WT ILC2 resulted in impaired ILC2 proliferation, reduced KLRG1 expression, and reduced IL-5 production as compared with controls (Fig. 4 D). To validate this ICAM-1–mediated interaction, we assessed the involvement of the reciprocal LFA-1 ligand by CRISPR-Cas9–targeting in ILC2s. Knockdown of LFA-1 expression on ILC2 was highly efficient, compared with control gRNA (Fig. 4 E). Furthermore, ILC2 lacking LFA-1 expression failed to proliferate as efficiently as control gRNA-targeted ILC2 when cultured with WT MSCs (Fig. 4 F). Thus, an ICAM-1/LFA-1 receptor–mediated interaction between MSCs and ILC2 enhances ILC2 proliferation.

**Figure 4.**
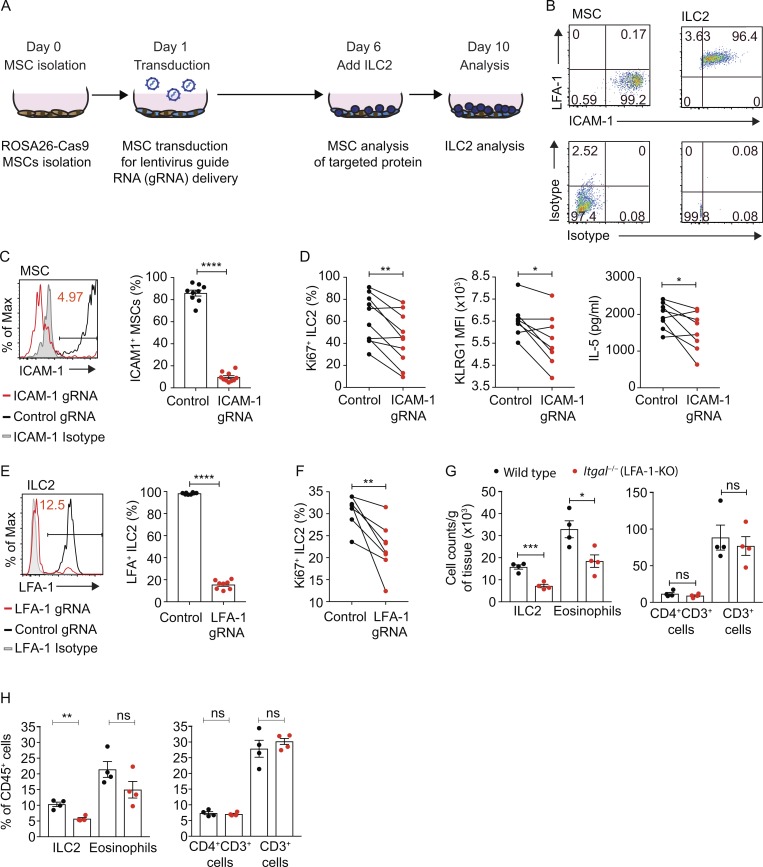
**Ligation of LFA-1 on ILC2 by ICAM-1 on WAT-MSCs induces ILC2 proliferation and IL-5 production. (A)** Schematic of CRISPR targeting knockout co-culture assay. **(B)** Representative flow cytometric analysis of ICAM-1 and LFA-1 expression by WAT-MSCs and ILC2. Data representative of two independent experiments (*n* = 6). **(C)** Representative example of MSC ICAM-1 CRISPR-Cas9–mediated knockdown. Non-targeting gRNA (Control gRNA); ICAM-1 targeting gRNA (ICAM-1 gRNA). Pooled data from four independent experiments (*n* = 9 or 10). **(D)** Frequency of Ki67^+^ILC2, KLRG1 MFI on ILC2s, and IL-5 concentrations (ELISA) from MSC ICAM-1–targeted cultures at day 10. Pooled data from 8–10 individual MSC purifications from at least two independent experiments (*n* = 8–10). **(E)** Representative example of LFA-1 CRISPR-Cas9–mediated knockdown. Non-targeting gRNA (Control gRNA); LFA-1 targeting gRNA (LFA-1 gRNA). Pooled data from two experiments (*n* = 8 mice). **(F)** Frequency of Ki67^+^ILC2 from ILC2 LFA-1–targeted cultures at day 10. Pooled data from eight individual MSC purifications from two independent experiments (*n* = 8). **(G and H)** Cell numbers (G) and frequency (H) of ILC2, eosinophil, CD4^+^CD3^+^ T cell, and CD3^+^ T cell in combined perigonadal and inguinal adipose tissue. Control (WT) and *Itgal*^−/−^ (LFA-1-KO) mice. Data representative of two independent experiments (*n* = 4 mice). Data are mean ± SEM. ns, not significant; *, P < 0.05; **, P < 0.01; ****, P < 0.0001; statistical analysis, Student’s *t* tests (C, E, G, and H) or paired Student’s *t* tests (D and F).

We next examined the frequency of ILC2 in WAT from naive LFA-1–deficient (*Itgal*^−/−^) mice and found that ILC2 numbers and frequencies were significantly lower in the absence of LFA-1 (Fig. 4, G and H; and Fig. S3 E). Furthermore, this deficit was mirrored by a decrease in WAT eosinophils (Fig. 4, G and H; and Fig. S3 E). By contrast, the proportion and number of CD4^+^ T cells and CD3^+^ cells in the WAT were not altered by the deletion of LFA-1 (Fig. 4, G and H; and Fig. S3 E). Thus, the absence of LFA-1 in vivo leads to a diminution of ILC2s in adipose tissue, and this correlated with fewer eosinophils. Our data suggest that inefficient ILC2 proliferation may contribute to the observed ILC2 deficit, but selective cellular adhesion may also be important for localization and retention of ILC2 in WAT. *Icam1*^−/−^ mice have been reported to spontaneously gain weight when maintained on normal diet (Dong et al., 1997), and it is possible, given our data, that the interaction of ICAM-1 with LFA-1 on ILC2s contributes to this phenotype. Interestingly, a recent report has indicated that signaling via ICAM-1 expressed on common lymphoid progenitors promotes their differentiation to ILC2s, and may contribute to the proliferation of ICAM-1^+^ ILC2 in response to IL-33 (Lei et al., 2018). Furthermore, stromal cells in the mesentery supported ILC2 differentiation from ILC precursors (Koga et al., 2018). However, although we also detected ICAM-1 on ILC2, the effect on proliferation that we observed was dependent on ICAM-1 present on the MSCs and LFA-1 expression by ILC2s. In combination, these findings indicate the importance of future studies to understand how the LFA-1 and ICAM-1 signaling pathways, such as calcium flux and PI3K activation, modulate ILC2 function (Berton et al., 1992; Verma and Kelleher, 2017).

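Ccl11 was at 433 ± 137 RPKM in Il33+ WAT-MSC and 908 ± 283 RPKM in Il33– WAT-MSC (SD, n = 3 each), at ranks 42 and 15 among the listed genes by mean RPKM. All 3 Il33– libraries were above the Il33+ libraries, but the difference did not pass the threshold (log2 fold change of Il33+ over Il33– cells -1.07, standard error 0.31, limma adjusted p = 0.164), and 2 of 15 alternative settings put it below 0.05. Ccl11 was at 321 ± 78.6 RPKM in lung Il33+ MSC, 137 ± 44.9 RPKM in WAT endothelial cells and 5.63 ± 2.21 RPKM in lung epithelial cells (SD, n = 3 each). The log2 fold change of Ccl11 in Il33+ WAT-MSC was 6.04 against epithelial cells (standard error 0.33, limma adjusted p = 1.38e-06) and 1.66 against endothelial cells (limma adjusted p = 0.0398), and 8 of 15 alternative settings put the endothelial comparison above 0.05. Ccl24 and Ccl26 were not analysed here.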

Intriguingly, our RNA sequencing (RNA-seq) data, concordant with a recently published report (Dahlgren et al., 2019), identified that WAT-MSCs highly expressed the eosinophil chemo-attractant CCL11 (eotaxin; Fig. 1 I and Fig. S3 F), but not CCL24 (eotaxin-2) or CCL26 (eotaxin-3; data not shown), responsible for eosinophil migration to peripheral tissues (Wen and Rothenberg, 2016). This raised the possibility that MSCs might contribute to eosinophil recruitment to adipose tissue and that this may be regulated by ILC2s. For example, eotaxin is up-regulated through IL-4 receptor (IL-4Rα) signaling (Moore et al., 2002; Zhou et al., 2012; Lee et al., 2015; Gieseck et al., 2016), which is a component of the IL-4 and IL-13 receptor complexes, and is expressed by WAT-MSCs (Fig. 1 I and Fig. 5 A). 

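Il4ra was at 4.33 ± 0.575 RPKM in Il33+ WAT-MSC and 3.93 ± 1.72 RPKM in Il33– WAT-MSC (SD, n = 3 each), at ranks 4736 and 5070 among the genes. The populations did not differ (log2 fold change 0.16, standard error 0.34, limma adjusted p = 0.905). Il4ra was at 7.62 ± 0.63 RPKM in lung Il33+ MSC and 11.0 ± 0.71 RPKM in WAT endothelial cells (SD, n = 3 each). Of the genes for its partner chains, Il13ra1 was at 2.96 ± 1.22 and 2.74 ± 0.94 RPKM and Il2rg at 1.93 ± 0.99 and 0.847 ± 0.750 RPKM in Il33+ and Il33– WAT-MSC (SD, n = 3 each), and neither difference passed the threshold (Il13ra1 log2 fold change 0.07, limma adjusted p = 0.971; Il2rg 0.72, limma adjusted p = 0.608).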

Culture of WAT-MSCs in vitro with IL-4 or IL-13 induced eotaxin expression (Fig. 5, B and C). Furthermore, ILC2 cell-culture supernatant also drove eotaxin expression from WAT-MSCs, as compared with control supernatant (Fig. 5 C). This effect was dependent on WAT-ILC2–derived IL-4/IL-13 as ILC2s from *Il4*^−/−^*Il13*^−/−^ BALB/c mice failed to induce eotaxin secretion, as compared with BALB/c WT controls (Fig. 5 D). CRISPR-mediated IL-4Rα–gRNA targeted deletion of IL-4Rα on MSCs confirmed the requirement for IL-4Rα–mediated signaling (Fig. 5, E and F). We also investigated if IL-4 and IL-13 could regulate *Il33*-citrine expression by WAT-MSCs. Indeed, IL-4 and IL-13 treatment increased IL-33 expression (data not shown). Thus, ILC2-secreted IL-4 and IL-13 can prime the expression of the eosinophil-attracting chemokine, eotaxin, from WAT-MSCs and may provide a potential positive feedback loop for IL-33 expression from WAT-MSCs.

**Figure 5.**
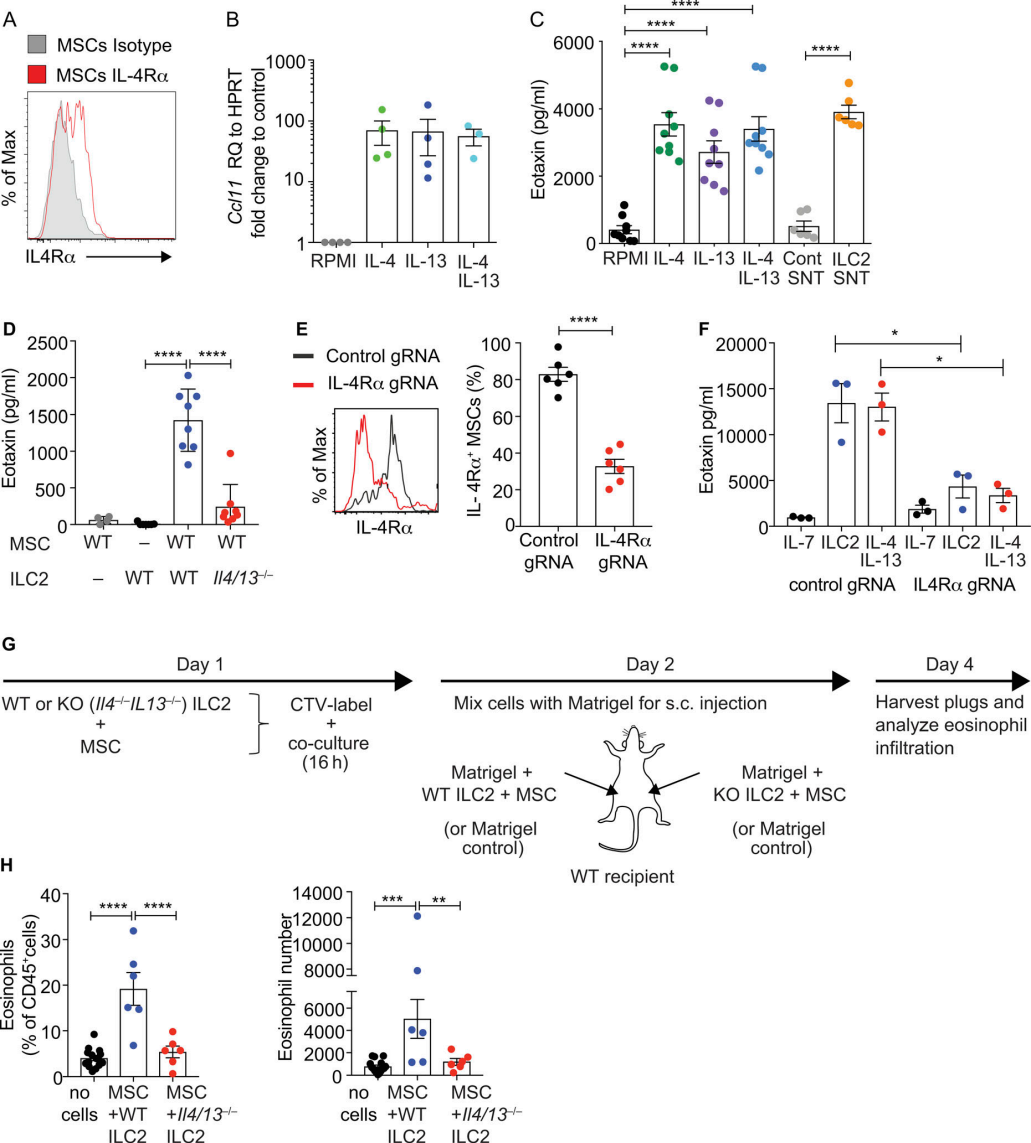
**ILC2 and MSCs coordinate eosinophil recruitment in vivo. (A)** Representative flow cytometric analysis of IL-4Rα expression by WAT-MSCs. **(B)** Quantitative PCR analysis of eotaxin (*Ccl11*) expression by purified WAT-MSCs cultured with the indicated cytokines for 48 h. Pooled data from three experiments (*n* = 4). RQ, relative quantification; HRPT, hypoxanthine phosphoribosyltransferase. **(C)** ELISA detection of eotaxin in supernatants (at 7 d) from WAT-MSCs and ILC2 co-cultures treated as indicated. SNT, supernatant. Pooled data from three to five independent experiments (*n* = 6–9). **(D)** Detection of eotaxin in supernatants from MSCs and ILC2s (WT, WT BALB/c, or *Il4*^−/−^/*Il13*^−/−^ BALB/c) cultured as indicated for 7 d, as determined by ELISA. Pooled data from two experiments (*n* = 4–8). **(E)** Representative example of IL-4Rα CRISPR-Cas9–mediated knockdown. Non-targeting gRNA (Control gRNA); IL-4Rα targeting gRNA (IL-4Rα gRNA; *n* = 6). Representative of two similar experiments. **(F)** ELISA detection of eotaxin in supernatants from MSCs transduced with lentiviral vectors containing non-targeting gRNA (Control gRNA) or IL-4Rα targeting gRNA (IL-4Rα gRNA), and cultured with ILC2 or recombinant IL-13 and IL-4 for 4 d (*n* = 3 mice). Representative of two similar experiments. **(G)** Schematic of eosinophil recruitment model. **(H)** Flow cytometry analysis of CD45^+^GR1^–^CD11b^+^SiglecF^+^ eosinophil recruitment to Matrigel plugs harvested from WT recipients, shown as eosinophil percentage of CD45^+^ cells and absolute number of eosinophils per Matrigel plug. Pooled data from three experiments (*n* = 6 experimental, and *n* = 15 control). Data represented as mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001; statistical analysis, repeated-measures ANOVA with Tukey’s post hoc test (C and F), one-way ANOVA (B, D, and H), or Student’s *t* test (E).

To evaluate whether the interaction of WAT-MSCs with IL-4/IL-13–producing ILC2 mediates eosinophil recruitment in vivo, WAT-MSCs, WT ILC2, or IL-4/IL-13–deficient ILC2s were purified, labeled with CTV, and co-cultured overnight, combined with Matrigel, and transferred subcutaneously into naive WT recipients (Fig. 5 G). After 48 h, the Matrigel plugs were isolated, and flow cytometry analysis revealed that eosinophils were increased when MSCs and WT ILC2 were cotransferred as compared with Matrigel alone (Fig. 5 H and Fig. S3 G). Notably, eosinophil recruitment was not observed when IL-4/IL-13–deficient ILC2s were combined with WAT-MSCs (Fig. 5 H), correlating with the absence of eotaxin (Fig. S3 H). IL-5 is known to promote eosinophil retention and survival in peripheral tissues, as well as acting as a growth and differentiation factor for eosinophil development in the bone marrow (Wen and Rothenberg, 2016), and maintaining eosinophils in adipose tissue (Molofsky et al., 2013). However, IL-5 is unlikely to influence these Matrigel assays as both WT and IL-4/IL-13–null ILC2s produce similar levels of IL-5 (data not shown). Together, these data highlight the synergy between ILC2s and WAT-MSCs and indicate the potential for ILC2-derived IL-4/IL-13–dependent induction of eotaxin production from MSCs to enhance eosinophil recruitment. IL-4/IL-13–deficient mice have been reported to have normal numbers of WAT eosinophils (Molofsky et al., 2013), though these mice do show eosinophil deficits in other tissues, especially upon immune challenge (Fallon et al., 2002). Furthermore, others have indicated that such a network may play a role in recruiting eosinophils to the liver during fibrosis (Gieseck et al., 2016). Further studies will be required to determine the potential role of this pathway in vivo during homeostasis and during dysregulation, and to understand the interplay between ICAM-1–LFA-1 signals and ILC2-derived IL-4/IL-13.

In summary, we show that adipose MSCs can help sustain the type-2 microenvironment by supporting the proliferation, activation, and type-2 cytokine production of ILC2, and by responding to ILC2-derived IL-4 and IL-13, up-regulate eotaxin to promote eosinophil recruitment. Thus, MSCs can provide a niche for the maintenance of type-2 immune homeostasis in adipose tissue.

## Materials and methods

### Mice

*Il4^−/−^Il13^−/−^* (McKenzie et al., 1999) mice were backcrossed on a BALB/c background for six generations, and control BALB/c mice were bred in-house. *Il7ra*^Cre^ (Schlenner et al., 2010), *Rora*^fl/fl^ (Oliphant et al., 2014), *Il33^cit/cit^* (Hardman et al., 2013), *Tie2*-GFP mice (Tg[TIE2GFP]287Sato/J; Jackson Laboratory), Rosa26-Cas9 knockin (Gt[ROSA]26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^; Jackson Laboratory), and *Itgal^−/−^* (*Itgal*^tm1Bll^; Jackson Laboratory) were on a C57Bl/6 background. C57Bl/6 Jax controls were bred in-house. All mice were maintained in the Medical Research Council ARES animal facility under specific pathogen–free conditions. All animal experiments undertaken in this study were done with the approval of the UK Home Office.

### Isolation of naive WAT-MSCs and naive WAT-ILC2 from C57BL/6 mice

WAT was mechanically dissociated in RPMI-1640, and digested with collagenase I (Life Technologies) and DNase I (Roche) at 37°C while shaking. Lin^–^CD45^–^EpCAM^–^CD31^–^CD24^–^PDGFRα^+^CD34^+^Sca1^+^podoplanin^+^ WAT-MSCs and lineage^–^ST2^+^EpCAM^–^ WAT-ILC2s were sorted by flow cytometry using Sony iCyt Synergy (Sony) to >95% purity. ILC2s were also isolated from mesenteric lymph node (MLN) as lineage^–^ST2^+^ cells. With the exception of the Matrigel study, all ILC2 and MSC assays were performed with cells isolated from naive C57BL/6 mice.

### Flow cytometry

Single cells were incubated with anti-mouse CD16/32 (BioXCell) to block Fc receptors and stained as indicated: PGDFRα PE (APA5; BioLegend), CD34 Alexa Fluor 660 (RAM34; eBioscience), podoplanin PECy7 (8.1.1; BioLegend), EpCAM (G8.8; BioLegend), Sca1 APC-Cy7 (D7; BioLegend), CD24 (M1/69; BioLegend), CD31 (390; BioLegend), CD29 Alexa Fluor 700 (HMBeta1-1; BioLegend), ST2 PerCP efluor710 (RM-ST2; eBioscience), CD4 BV785 (RM4-5; BioLegend), CD45 (bv510 30-F11; BioLegend), CD4 BV785 (RM4-5; BioLegend), ef780 live dead (eBioscience), SiglecF af647 (E50-2440; BD Biosciences), CD11b (M1/70; BioLegend), CD11c PE (N418; BioLegend), Ly6G PerCP efluor710 (1A8-Ly6g; eBioscience), IL-5 APC (TRFK5; BioLegend), IL-13 PE (eBio13A; R&D Systems), GATA3 BV711 (L50-823; BD Horizon), RORγt PE (AFKJS-9; eBioscience), FOXP3-PECy7 (FJK-16S; eBioscience), Lineage B220 (RA3-6B2), CD3 (17A2), CD4 (GK1.5), CD8s (53–6.7), CD11b (M1/70), CD11c (N418), CD19 (eBio1D3), FCεR1 (MAR-1), DX5 (DX5), F480 (BM8), GR1 (RB6-8C5), NK1.1 (PK136), TCRβ (H57-597), and Ter119 (TER-119; efluor450; eBioscience).

For intracellular and nuclear staining, cells were processed using the Foxp3/Transcription Factor Kit (eBioscience). For intracellular IL-5 and IL-13 detection, cells were cultured with PMA (50 ng/ml), ionomycin (500 ng/ml), and 1× protein transport inhibitor (eBioscience) in culture media, RPMI-1640, 10% FCS plus penicillin/streptomycin and 2-mercaptoethanol, for 4 h. Flow cytometry analysis was performed on a BD Fortessa instrument. Cell numbers were quantified based on precision count beads (BioLegend), and flow cytometry data were analyzed using FlowJo (version 9.9). Dead cells were excluded from analysis.

### RNA-seq

Cells were flow sorted into in RPMI-1640, 10% FCS plus penicillin/streptomycin, 2-mercaptoethanol and transferred to Trizol (Life Technologies). RNA was extracted using RNeasy kits and reagents (Qiagen). DNA was digested using Turbo DNase (Ambion). RNA was concentrated using an RNeasy Micro Kit (Qiagen) and assessed using a Bioanalyser (Agilent). RNA was processed for RNA-sequencing using an Ovation RNA-seq System V2 (Nugen), fragmented using the Covaris M220, and bar-coded using Ovation Ultralow Library Systems (Nugen). Samples were sequenced using an Illumina Hiseq4000 (Cancer Research UK Cambridge Institute), and sequence data were aligned using Tophat2 with Partek Flow. RNA-seq analysis was performed using Partek Genomics Suite software, version 6.16.

### In vitro cell culture and differentiation assays

For co-culture assays, 10,000 WAT-ILC2s were cultured with 100,000 WAT-MSCs (or at a ratio of 1:10 if fewer cells were available), in RPMI-1640, 10% FCS plus penicillin/streptomycin, 2-mercaptoethanol, and where applicable, polycarbonate transwells were used (0.4 µm; Scientific Laboratory Supplies). To maintain ILC2 survival, rmIL-7 (10 ng/ml; BioLegend) was included in all assays with ILC2s as well as controls, including when co-cultured with MSCs. The following cytokines were added to cultures as indicated: rmIL-13 (20 ng/ml; BioLegend), rmIL-4 (20 ng/ml; BioLegend), and rmIL-33 (10 ng/ml; BioLegend). IL-5 and eotaxin were detected by ELISAs (eBioscience and Peprotech, respectively), or eotaxin was analyzed using the MAGPIX assay (Luminex).

For adipocyte differentiation assays, total SVF from perigonadal fat was dispersed by digestion with collagenase type II before WAT–IL-33–citrine^+^MSCs were isolated by flow sorting. Cells were grown to confluence in growth media, high-glucose DMEM (glucose 25 mM; Sigma-Aldrich) and 1% penicillin/streptomycin (Sigma-Aldrich) with 10% neonatal calf serum. For adipose cell differentiation, cells were cultured for a further 10 d in growth media with 10% FBS supplemented with 3-isobutyl-1-methylxanthine (0.5 mM), dexamethasone (Sigma-Aldrich), and insulin (Sigma-Aldrich). LipidTOX Red staining (Thermo Fisher Scientific) was used to identify lipid droplets, and cultures were imaged using an EVOS Cell image system (Thermo Fisher Scientific).

For smooth muscle differentiation assays, cells were plated at 2,600 cells/cm^2^ and cultured with platelet-derived growth factor (PDGF)–BB (10 ng/ml; Peprotech) and TGFβ1 (2 ng/ml; Peprotech) in DMEM supplemented with 10% FCS, glutamine, penicillin, and streptomycin for 7 d. Growth factors were replenished every 2 d. Cells from aortic adventitia were treated in parallel as a positive control. To measure proliferation, EdU was added to the media 4 h before fixation in 4% formaldehyde. EdU detection was performed using the Click-it Plus 647 kit (c10640; Life Technologies) following the manufacturer’s instructions and differentiation assessed by staining with Alexa Fluor 594–conjugated anti–α-smooth muscle actin antibody (ab202368; Abcam) or control IgG (ab202368; Abcam).

### Ligand screen using CRISPR-Cas9 targeting

Lentiviral vectors were generated by transfecting HEK293(t) cells with TransIT-LT1 transfection reagent (Cambridge Bioscience) along with the plasmids psPAX2, pMD2.G, and lentiGuide-Puro (Addgene) that had been modified to express BFP and individual targeting gRNA (or random controls), designed according to the Broad GPP genome-wide Brie Library (Addgene). Lentivirus-containing supernatants were harvested and lentiviral particles concentrated using Lenti-X (Clontech). MSCs derived from the Cas9-expressing Rosa26-Cas9 knockin mice were plated on a flat-bottom 96-well plate (10^4^/well), and after 24 h transduced with respective lentiviral constructs. At day 6 of culture, purified ILC2s (5 × 10^3^) were added to the wells and cultured for a further 4 d (with IL-7 as described in In vitro cell culture and differentiation assays). At day 10 of culture, MSCs and ILC2 were analyzed by flow cytometry, and cell supernatants harvested for IL-5 ELISA.

Purified ILC2 from Cas9-expressing Rosa26-Cas9 knockin mice were plated on a round-bottom 96-well plate at 5 × 10^3^ ILC2 per well, and cultured for 2 d in complete RPMI (RPMI-1640, 10% FCS plus penicillin/streptomycin, 2-mercaptoethanol), and rmIL-7 and rmIL-33 (both interleukins at 10 ng/ml; BioLegend) before being transduced with respective lentiviral constructs. 4 d after transduction, Lin^–^CD45^+^BFP-positive ILC2s were purified using flow cytometry and plated on round-bottom 96-well plates, 5 × 10^3^ ILC2 per well. Target gene knockout was confirmed at this point with an aliquot of retrovirally transduced BFP-positive ILC2. Transduced ILC2s were then cultured for 3 d in complete RPMI with rmIL-7, but without rmIL-33 before co-culturing with MSCs for a further 4 d. MSCs (separately purified biological replicates) were flow-cytometrically sorted and plated in a flat-bottom 96-well plate 4 d before co-culturing with either target gene knockout or control transduced ILC2s. ILC2s were then harvested and analyzed by flow cytometry.

### Western analysis of IL-33

Tissues were homogenized in PBS with protease inhibitor 1× cOmplete, EDTA-free (Sigma-Aldrich), and analyzed by SDS-PAGE on NuPAGE Novex 12% Bis-Tris mini gels (Invitrogen) with 3-(N-morpholino)propanesulfonic acid (MOPS) running buffer (Invitrogen) according to the manufacturer’s instructions. All samples were reduced by heating to 95°C for 3 min in SDS-PAGE buffer containing 2% 2-mercaptoethanol. Proteins were transferred to nitrocellulose membranes (Invitrogen) and detected by Western blotting for mouse IL-33 using goat anti–IL-33 polyclonal antibody (AF3626; R&D Systems) at 1:1,000 dilution, as described previously (Scott et al., 2018). Immunoreactive proteins were identified with HRP-conjugated anti-goat (HAF109; R&D Systems) and Supersignal West Femto substrate (34095; Pierce).

### Cell imaging

Mice were perfused using 40 ml PBS vehicle control or 40 ml PBS containing 200 mg *Lycopersicon esculentum* (Tomato) lectin (Vector), followed by 40 ml PBS. Tissues were fixed in phosphate-buffered 1% methanol-free formaldehyde (Thermo Fisher Scientific), transferred to 30% sucrose, embedded in 15% sucrose + 7.5% porcine skin gelatin (Sigma-Aldrich) in PBS, and flash-frozen in isopentane at −80°C. 10-µM sections were mounted on Superfrost Plus slides (Thermo Fisher Scientific) and blocked using 1% donkey serum (Jackson Immunoresearch) in 0.05% Triton X-100 in PBS, and citrine was detected using polyclonal rabbit anti-GFP antibody (5 µg/ml; Life Technologies) followed by Alexa Fluor 488–labeled polyclonal donkey anti-rabbit antibody (4 µg/ml). Nuclei were stained using DAPI (300 nM) and coverslips mounted using Prolong Gold (Invitrogen). Sections were imaged using Zeiss 710. Anti–smooth muscle actin (ab202368; Alexa Fluor 594; Abcam) or IgG2a (ab178001; Alexa Fluor 594; Abcam) and EdU Click-iT kit (Thermo Fisher Scientific) were used to analyze smooth muscle differentiation assays and imaged using a Nikon HCA system.

For fat-associated lymphoid cluster analysis, tissues were fixed in 2% paraformaldehyde (Sigma-Aldrich), washed in PBS, and permeabilized with 1× Triton X-100 (Sigma-Aldrich) while shaking (Luckham Rotatest R100). Samples were washed, blocked using 10% horse serum, and incubated with primary antibodies at 4°C overnight on a gyratory rocker (Stuart). Samples were washed and incubated with a secondary antibody cocktail for 1 h on ice and stained with DAPI. Antibodies used for staining were anti-CD45 FITC (30-F11; eBioscience), then rabbit anti-FITC-488 (A-11090; Thermo Fisher Scientific); goat anti-IL-33 (AF3626; R&D Systems), then donkey anti-goat-555 (A-21432; Thermo Fisher Scientific); and rat anti-CD3-ef660 (17A2; eBioscience). Tissues were washed and mounted on slides with VectorShield mounting medium (Vector Labs). Confocal images of slides were obtained using the Zeiss LSM 780 confocal microscope.

### Matrigel adoptive transfers

WAT-MSCs were purified from naive BALB/c mice. ILC2s were purified from WT BALB/c or *Il4*^−/−^*Il13*^−/−^ BALB/c mice injected intraperitoneally with IL-25 and IL-2/anti–IL-2 complex (rmIL-2; 0.5 µg/mouse; BioLegend) and anti–IL-2 JES6-1A12 (0.25 µg/mouse; 2BScientific) preincubated at 37°C to form a complex and rmIL-25 (1 µg/mouse; Janssen) on 3 consecutive d. Isolated WAT-MSCs and ILC2s were co-cultured (MSCs + WT ILC2 or MSCs + IL-13/IL-4–deficient ILC2) at a ratio of 1:1 (100,000 of each) overnight in complete RPMI with IL-7 (10 ng/ml). The combined cells were then resuspended at 2 × 10^5^ per 100 µl of Matrigel (Phenol Red-Free Corning), and injected subcutaneously into either the left or right inguinal fat pad of the same mouse. Matrigel plugs were dissected 48 h later, mechanically dissociated in RPMI-1640, digested with collagenase I (Life Technologies) and DNase I (Roche) at 37°C while shaking, and passed through a filter to obtain a single-cell suspension for analysis by flow cytometry.

### Statistical analysis

Graphpad Prism software was used for all statistical analysis. RNA-seq analysis was performed using Partek Genomics Suite software, version 6.16.

### Data availability

The accession nos. for RNA sequencing datasets reported in this paper have been deposited with the Gene Expression Omnibus under accession no. GSE132738.

### Online supplemental material

Fig. S1 shows the ILC2 and MSC populations in the WATs. Fig. S2 shows gating strategies. Fig. S3 shows gating strategies and additional control experiments.

## Supplementary Material

Supplemental Materials

How the deposited data were processed for this re-analysis (not part of the article)

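Cells from 5 populations were sorted and their RNA sequenced: Il33+ and Il33– WAT-MSC, lung Il33+ MSC, WAT endothelial cells and lung epithelial cells, with 3 libraries of each and 15 in all. The tissue and population of each library and its replicate number were taken from the sample labels, read beside Fig. 1. The panel of Fig. 1 G labels the epithelial cells as WAT, whereas Fig. 1 H and the sample labels name lung, which was used here. Each column was matched to a sample by the library name given in that sample's label, and 0 value columns were left without a sample.

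The authors sorted cells by flow cytometry, amplified the RNA, sequenced the libraries, trimmed and aligned the reads with Tophat2 in Partek Flow, and deposited RPKM values for 12698 transcripts, with the number of alignments of each library. The paper's text gives Partek Genomics Suite for the analysis but no gene filter, model or threshold for the RNA-seq data. RPKM divides by transcript length and by mapped reads, so levels within a library also depend on the length assigned to each transcript, and a few abundant transcripts lower all other values of the library. Values have 2 decimals. Alignments ranged from 42711843 to 60773158 per library, with a median of 53038567, so no library was much shallower than the others; the counts behind each value were not used here, and no counting interval is given. Transcripts listed at 0 made up 10.9% of the list in replicate 1 of the endothelial cells and 7.41% in replicate 1 of the Il33– WAT-MSC. No libraries held identical values, and the correlation between libraries of a population ranged from 0.773 to 0.962. Only 41 transcripts, 0.32% of the list, stayed below 1 RPKM in every library, so low transcripts had mostly been left out of the list, by a filter that is not described. Of 46 genes named in advance, 9 were not analysed here.

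The design had assumed 1 value per gene. Because the list was per transcript, RPKM was summed over the transcripts of a gene symbol, and the transcript level and the most abundant transcript of each gene were added as alternatives after the data were seen. Fold changes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(RPKM + 1), for genes with an RPKM of at least 1 in at least 3 of the 6 libraries compared, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The comparisons set Il33+ WAT-MSC against each of the other 4 populations. The fit was checked on simulated data with 200 changed genes. Principal components were taken from centred log2 values of the 12 libraries of 4 populations, and their separation was tested by an exact permutation test of the pseudo-F. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Lists of marker genes were compared with 10000 random lists drawn from the same of 40 bins of expression.

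The genes given by name are those in the text on the RNA-seq data and in Fig. 1, H and I, the genes of the listed surface markers, Icam2 and F11r, and in each comparison the 5 genes with the largest fold change in each direction among those past the threshold whose libraries did not overlap. The tests of the 4 comparisons, of the separation of populations and of the correlation, this rule and, for the 4 comparisons, the alternatives (a replicate block, the lane as a covariate, all libraries in one fit, median-ratio scaling, quantile normalization, a pseudocount of 0.1, no filter, a stricter filter and each library left out) were fixed before the data were examined. The lists of marker genes, their alternatives, and median-ratio scaling of the shares of variance were chosen after the data were seen. Kdr, Esam and Cldn5 of the endothelial list were named outside this rule, also after the data were seen. The replicate pairing rests on the replicate numbers in the sample labels alone, and whether same-numbered libraries come from the same mice is not known. The genome build is not named in the paper's text, so no coordinates are given.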

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

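The tests of endothelial and stromal lists were chosen only after the result was seen; the tests of the mesothelial, alveolar macrophage and lung epithelial lists were fixed before their values were seen, though prompted by other genes. A candidate cell source is a hypothesis here, and RNA from other cells was not separated here from expression by the sorted cells.

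Lung epithelial transcripts were present in the WAT libraries. Scgb1a1 reached 0.045% of its level in lung epithelial cells. In 6 WAT libraries of lane 1 it was at 67.5 ± 8.78 RPKM (SD) and in 3 of lane 2, which also held 2 of the 3 epithelial libraries, at 112 ± 19.9 RPKM (SD), a ratio of 1.65. The difference gave an exact permutation p of 0.0119, the smallest that the 84 splits allow, and within the populations the ratios were 1.79, 1.62 and 1.53. Summed over the epithelial libraries, Scgb1a1 was 2.41 times as high in lane 2. Of 14 other lung epithelial genes, 78.6% lay within a factor of 2 of the fraction of Scgb1a1. The 3 WAT libraries of lane 2 are all replicate 3 and the 6 of lane 1 are replicates 1 and 2, so lane cannot be separated from a batch of sorting or preparation, and the splits do not take this into account. The excess in lane 2 is consistent with reads carried over between libraries of a lane, and as well with RNA mixed in when replicate 3 was prepared. The latter alone does not account for the 56.1 to 78.3 RPKM in replicates 1 and 2. Sources were not told apart, and no biological explanation was tested. At this level the admixture is small for most genes, but it sets a floor for genes that are abundant in epithelial cells.

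A list of mesothelial genes was higher in Il33+ than in Il33– WAT-MSC, with a median log2 difference of 1.30 over 14 genes, 13 of which were higher. The differences in replicate pairs 1, 2 and 3 were 0.97, 1.43 and 1.63, and the percentile among random lists was 100. The endothelial list had a median difference of 0.36 and a percentile of 98.78, but the differences in pairs were 0.19, 0.83 and -0.01, so the list alone does not decide. The levels of most endothelial genes leave little room for endothelial RNA: their median in Il33+ WAT-MSC was 2.37% of the endothelial level. Pecam1 was at 2.34 RPKM against 2.06 RPKM in Il33– WAT-MSC. Podxl was at 10.7 RPKM against 75.6 RPKM in endothelial cells, more than that fraction gives. Kdr, Esam and Cldn5 of the list were well above that fraction too, at 3.04 ± 3.97, 3.55 ± 2.53 and 1.58 ± 2.61 RPKM (SD, n = 3). Their means in endothelial cells were 20.3, 30.0 and 20.9 RPKM, so endothelial RNA is not excluded. Podxl, which was higher in the Il33+ cells, and F11r, whose difference did not pass the threshold, may reflect mesothelial RNA, endothelial RNA or expression by the Il33+ cells. Most genes of the list were higher still in WAT endothelial libraries (Lrrn4 at a mean of 41.5 against 16.9 RPKM in Il33+ WAT-MSC), so mesothelial RNA may be present in that sort too and the list does not point to the Il33+ sort alone. In lung Il33+ MSC the list was lower than in Il33+ WAT-MSC, by a median log2 difference of -1.92, so the increase of Lrrn4 in WAT may have the same source. The values cannot tell these apart, and depots other than the mesenteric one named in the sample labels were not analysed here. With a pseudocount of 0.1 the median difference was 2.67 and with median-ratio scaling it was 1.24, both chosen after the data were seen.

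A stromal list of 15 genes was detected in WAT endothelial libraries at a median of 40.1% of its level in Il33+ WAT-MSC, with a range from 30.7 to 55.7%. The spread of log2 ratios was 0.29 (interquartile range) against 0.73 for random genes of the same level, which lies at percentile 0.73. In lung epithelial libraries the stromal list was at 2.95%, while endothelial genes in Il33+ WAT-MSC were at the low fraction given above. The near-constant fraction is consistent with stromal RNA mixed into the endothelial sort, though the list was chosen after some of its genes had been seen. Expression of these genes by endothelial cells was not tested, so the values in endothelial cells of Il33, Pdgfra and Ccl11, and the fold changes against them, could include stromal RNA.

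A list of alveolar macrophage genes was higher in lung Il33+ MSC than in Il33+ WAT-MSC, with a median log2 difference of 1.60 and 9 of 9 genes higher. The replicate pairs differed by 2.15, 1.38 and 1.52, and the percentile among random lists was 100. Macrophage RNA in the lung sort may explain Chil3, Lyz2 and Ear1, and lung epithelial genes were also higher there, by 0.69. Expression of these genes by lung stromal cells was not separated from this. With a pseudocount of 0.1 the median was 3.35 and with median-ratio scaling 1.55, both chosen after the data were seen.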

How the results depend on the processing

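The shares of variance with a library left out or under median-ratio scaling, and the transcript-level and most abundant transcript settings, were added only after the result was seen; no other test here was. Alternatives varied the fit, the scaling, the filter and the pseudocount.

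Between Il33+ and Il33– WAT-MSC, 133 genes differed. The number was 232 with a replicate block, 45 without the filter on low RPKM, 194 with median-ratio scaling and 107 with a pseudocount of 0.1, and it ranged from 55 to 122 across the 6 fits that each left out 1 library. Of the 133 genes, 133 were also called with the block. In the endothelial comparison 338 genes differed, 805 in a fit of all 15 libraries (339 higher and 466 lower, against 49 and 289) and from 131 to 447 with 1 library left out. In the lung MSC comparison 513 differed, 336 in the fit of all 15 libraries and from 261 to 502 with 1 library left out. The epithelial comparison gave 3800 genes, 3673 with the replicate block, and 3213 to 3707 with 1 library left out. Median-ratio scaling moved the share of higher genes there from 56.0 to 44.7%, and the median of all genes from 0.174 to -0.079. In the endothelial comparison it moved the median from 0.177 to 0.031. The block gave 335 genes for endothelial cells and 454 for lung MSC, and the correlations of deviations of same-numbered libraries were between -0.03 and 0.07 in the 4 comparisons. The cause of these changes was not tested.

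No other split of the 6 libraries of a comparison gave a single gene. Among the 4 splits that part all same-numbered pairs, 1 gave as many genes, the real one, in each of the 4 comparisons, and the 6 others part 1 pair. With 10 splits the share cannot fall below 0.1. In every other split each group held libraries of both populations, so the population difference added to the spread within groups. The low counts of the other splits therefore do not give the rate of false calls. At an unadjusted p below 0.05 the other splits gave 149 to 569 genes against 980 for Il33– WAT-MSC, 107 to 668 against 1335 for endothelial cells, 39 to 190 against 4529 for epithelial cells, and 163 to 435 against 1486 for lung MSC.

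The share of PC1 was 53.7%, 34.7% with unit variance and 99.8% on the linear scale, and 47.68 to 62.95% with 1 library left out. The share of PC2 was 16.8%, 19.25% with a pseudocount of 0.1, 21.5% with unit variance, 0.13% on the linear scale, and 11.3 to 20.7% with 1 library left out. The pseudo-F ranged from 3.22 to 7.80 over the log-scale settings with all replicates. Its p was the smallest possible in each of them and so does not measure stability, and the pseudo-F was not computed on the linear scale or with a library left out. The Pearson r of the WAT-MSC means was 0.9345, 0.914 with a pseudocount of 0.1, 0.948 without the filter, and 0.913 to 0.929 with 1 replicate number left out. The Spearman rho was 0.894, 0.925 without the filter, 0.8675 at the transcript level, and 0.861 to 0.885 with 1 replicate number left out.

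Of 78 fold changes, 54 kept direction and side of the threshold in every alternative run for them, and 5 changed direction somewhere. Icam1 in Il33+ against Il33– WAT-MSC was 0.01, -0.0057 with median-ratio scaling and -0.11 with quantile normalization, and -0.36 to 0.26 with 1 library left out. Leaving out 1 library gave -0.071 to 0.42 for Il4ra and -0.15 to 0.31 for Il13ra1 in the same comparison. Against lung MSC it gave -0.26 to 0.24 for Il33 and -0.59 to 0.22 for Tslp. Adjusted p of these 5 stayed above 0.5. Counting each fold change under each alternative separately, 27 values were weaker and 6 stronger, with 46 and 2 more where 1 library was left out. The RPKM levels of the named genes moved by over 1 SD in 16 of 185 population values under median-ratio scaling.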

Differences from the paper's values

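No test here was chosen only after the result was seen, apart from the settings named as such. The first component of the principal component analysis held 53.7% of the variance, against the paper's value of about 30% in Fig. 1 G, read by eye. With each gene scaled to unit variance the value was 34.7%, which no longer differs from the paper's by the 1.5-fold limit; this alternative was set before the data were examined. The other alternatives set before the data were examined did not close the gap: 49.6% with a pseudocount of 0.1, 53.1% without the filter, 49.9% with all 15 libraries and 99.8% on the linear scale. Median-ratio scaling and the transcript level, added after the values were seen, gave 55.3% and 51.4%.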

Other observations

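The test of the immediate early list was chosen only after the result was seen.

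Icam1 might rise with the handling of the cells, since dissociation of a tissue may induce immediate early genes. Across the 9 MSC libraries, after taking out the population means, Icam1 and the mean of 15 immediate early genes gave Pearson r = 0.59 (exact permutation p = 0.264 over 216 permutations) and Spearman rho = 0.35 (exact permutation p = 0.431). Without the 2 libraries farthest from the median, r was 0.16. The relation does not pass the threshold and rests on those libraries. A response that varies between libraries of a population therefore cannot be told apart from none at this number of libraries. No biological explanation was tested. A response shared by all libraries is outside this test, because the population means were taken out. The mean log2(RPKM + 1) of the list was 7.7 in Il33+ WAT-MSC, 7.87 in Il33– WAT-MSC and 8.3 in lung Il33+ MSC. Without undissociated cells to compare with, whether these levels were raised is unknown.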
